# ViBrism DB: an interactive search and viewer platform for 2D/3D anatomical images of gene expression and co-expression networks

**DOI:** 10.1093/nar/gky951

**Published:** 2018-10-29

**Authors:** Masahiko Morita, Kazuro Shimokawa, Masaomi Nishimura, Sakiko Nakamura, Yuki Tsujimura, Satoko Takemoto, Takehiro Tawara, Hideo Yokota, Shuhei Wemler, Daisuke Miyamoto, Hidetoshi Ikeno, Akira Sato, Teiichi Furuichi, Norio Kobayashi, Yoshihiro Okumura, Yoko Yamaguchi, Yuko Okamura-Oho

## Abstract

Understanding anatomical structures and biological functions based on gene expression is critical in a systemic approach to address the complexity of the mammalian brain, where >25 000 genes are expressed in a precise manner. Co-expressed genes are thought to regulate cell type- or region-specific brain functions. Thus, well-designed data acquisition and visualization systems for profiling combinatorial gene expression in relation to anatomical structures are crucial. To this purpose, using our techniques of microtomy-based gene expression measurements and WebGL-based visualization programs, we mapped spatial expression densities of genome-wide transcripts to the 3D coordinates of mouse brains at four post-natal stages, and built a database, ViBrism DB (http://vibrism.neuroinf.jp/). With the DB platform, users can access a total of 172 022 expression maps of transcripts, including coding, non-coding and lncRNAs in the whole context of 3D magnetic resonance (MR) images. Co-expression of transcripts is represented in the image space and in topological network graphs. In situ hybridization images and anatomical area maps are browsable in the same space of 3D expression maps using a new browser-based 2D/3D viewer, BAH viewer. Created images are shareable using URLs, including scene-setting parameters. The DB has multiple links and is expandable by community activity.

## INTRODUCTION

Associated information involving anatomical structures and biological functions based on gene expression profiles is critical in systemically approaching complex structures, such as the mammalian brain, where >25 000 genes are expressed (1). Indeed, non-random combinations of expressed genes are required for developmentally deliberate formation of functional regions. The activation of specific subsets of genes, referred to as co-expressed genes, is thought to regulate cell type- or region-specific brain functions (2). Thus, well-designed data acquisition and visualization systems for profiling combinatorial gene expression in relation to anatomical structures are useful for the research community in understanding brain complexity.

For this purpose, using our invented microtomy-based gene expression measurement technique, Transcriptome Tomography, we mapped spatial expression densities of genome-wide transcripts on the 3D MR image space of mouse brains at four post-natal stages, and built a database, ViBrism DB (http://vibrism.neuroinf.jp/).

In the ViBrism DB viewer system, users can see coding and non-coding transcripts and lncRNAs expressed in particular areas in the whole anatomical context of the 3D MR image space. Users are informed about co-expression of transcripts in the image space and in topological network graphs. *In situ* hybridization (ISH) images at a cell-level resolution and anatomical area maps are browsable in the same space of 3D expression maps using a Brain Atlas Hackathon (BAH) viewer. Created images on the browser are sharable by employing URLs, showing scene-setting parameters. The DB has multiple links to and from external DBs and is expandable by ongoing community activity.

## MATERIALS AND METHODS

### Ethics statement

All procedures involving animals and their care were performed according to the RIKEN Regulations for Animal Experiments (approval IDs: H25-2-106(2) and H25-2-004(1)).

### System design and implementation

The current version of ViBrism DB has been developed mainly using MySQL 5.7.22 (https://www.mysql.com/) for relational database management system (RDBMS), Apache httpd 2.2.15 (https://httpd.apache.org/) for HTTP server, and PHP 5.6.36 (http://www.php.net/) for server-side scripting language. The web user-interface has been written using PHP, JavaScript, CSS and HTML5, and deploys Bootstrap framework (http://getbootstrap.com/) and JQuery library (https://jquery.com/). We recommend using a modern web browser running HTML5 and a Web Graphics Library (WebGL), such as Firefox (preferred), Google Chrome or Safari, to achieve the best display effect. To provide the services across four platforms, the system consists of components and databases as illustrated in Figure 1.

**Figure 1.**
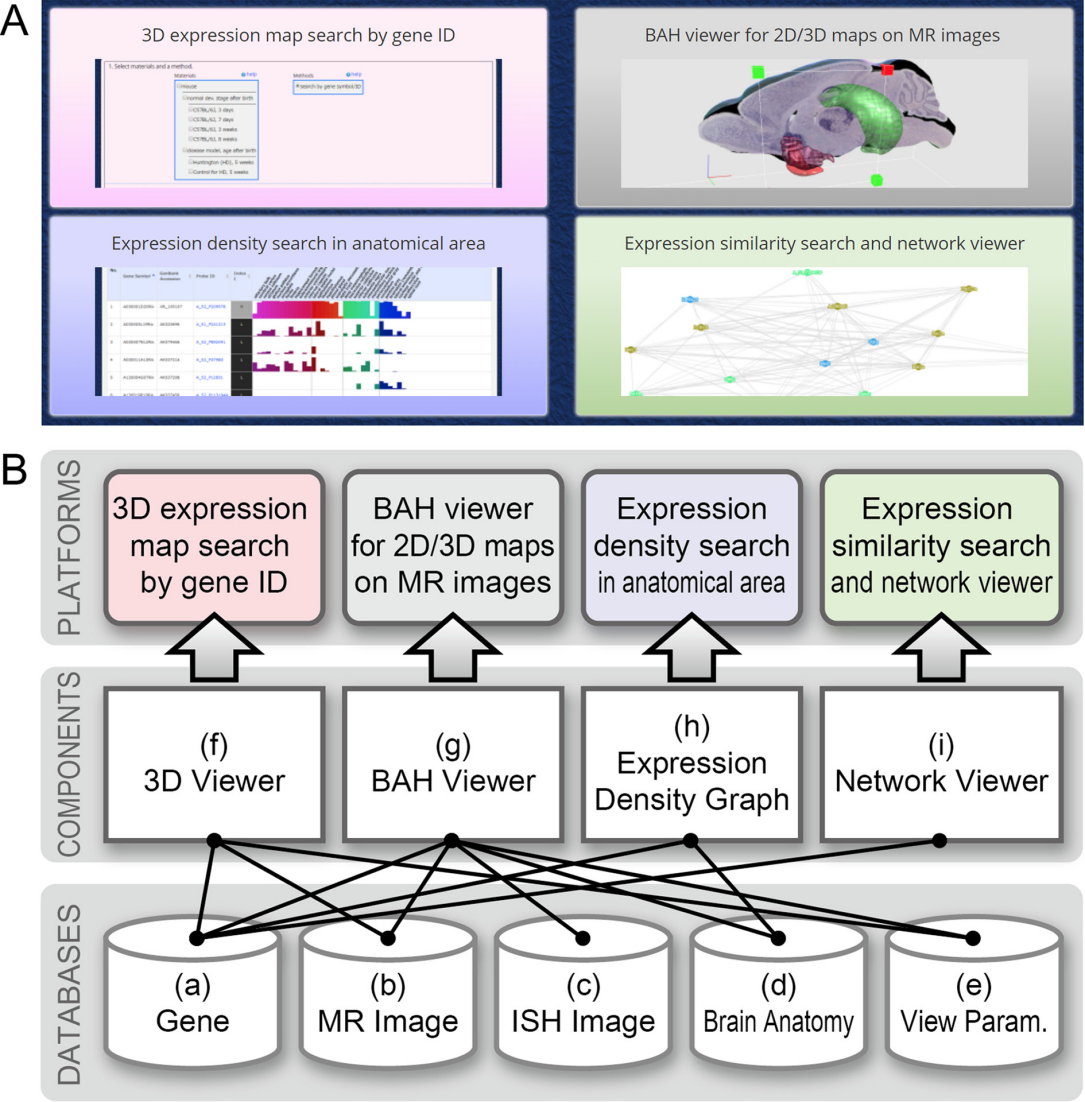
Platform services and the system component. (**A**) Icons at the top page of the ViBrism DB, which represent services of the four platforms. (**B**) System components and databases for platform services. Data details are characterized in the methods section. (a) The gene database stores 3D expression map files, the gene ID data, the variables data, the Pearson correlation coefficient data, and the gene expression density data in the anatomical areas. (b) The MR image database manages MR images of each virtual brain. (c) The ISH image database currently manages ISH images in the virtual brain at the 8-week stage. (d) The brain anatomy database stores anatomical area maps for visualization in the BAH viewer. (e) The view parameter database manages scene-setting parameters for 3D and BAH viewers. (f) The 3D viewer, which has been developed using WebGL, and matrix operation API glMatrix (http://glmatrix.net/) provides a 3D visualization function of expression maps on MR images for the platform of ‘3D expression map search by gene ID’. (g) The BAH viewer is an extension of the 3D viewer for ISH 2D image visualization. This component has been enabled in the platform of ‘BAH viewer for 2D/3D maps on MR images’. (h) The expression density graph displays volume ratios of expression to each anatomical area volume. This component is used in the platform of ‘Expression density search in anatomical area’. (i) The network viewer has been developed using a graph visualization library in arbor (http://arborjs.org) to depict stochastic network graphs for the platform ‘Expression similarity search and network viewer’.

### Materials

Virtual brains at four post-natal age stages were made from real brains of C57BL/6J mice at 3 days, 7 days, 3 weeks and 8 weeks after birth (Table 1). Comprehensive gene expression densities of the whole brains were measured and 3D mapped with the TT method (3), as briefly described below. MR images and anatomical area maps of the 8-week-old brain were adopted from the WHS standard mouse image database (4); the images are downloadable from https://www.nitrc.org/projects/incfwhsmouse, and were used as the standard coordinates for the 8-week datasets. MR images at the other age stages were obtained by nuclear magnetic resonance (Bruker Bio Spin, AVANCE 400WB) at 9.4 Tesla at a spatial resolution of 100 μm and used as the coordinate space for each stage. ISH images, in which transcripts were histologically stained in 2D slices, were adopted from the BrainTx database (a mouse brain gene expression database http://www.cdtdb.neuroinf.jp/) (5), and transformed to the WHS coordinates system as described below.

**Table 1.** Datasets and analysis platforms available in ViBrism DB

Virtual brain age after birth	3 days	7 days	3 weeks	8 weeks
Mouse strain	C57BL/6J	C57BL/6J	C57BL/6J	C57BL/6J
**Gene expression datasets created with Transcriptome Tomography (TT)**				
Number of materials used	3 mice	3 mice	3 mice	6 mice
Fraction thickness (resolution)	500 μm	1000 μm	1000 μm	∼1000 μm^a^
Fraction number (data points)	34	22	28	61
Microarray system	SurePrint G3 Mouse GE 028005			Whole Mouse Genome 012694
Types of detectable transcripts	coding, non-coding, lnc (27,122 Entrez Genes and 4.578 lncRNAs)			coding, non-coding
Number of transcripts detected	43 199	47 544	44 721	36 558
GEO ID	GSE118176	GSE118177	GSE118178	GSE36408
**Other datasets**				
MRI	own made T1, T2W	own made T1, T2W	own made T1, T2W	WHS standard T1, T2^a^, T2W
Anatomical area	—	—	—	WHS 35 areas
ISH image	—	—	—	2810 images
**Analysis platforms**				
1. search by gene ID	Available	Available	Available	Available
2. map viewer	3D map viewer	3D map viewer	3D map viewer	2D/3D map viewer (BAH viewer)
2D thumbnail	Available	Available	Available	Available
3. SET search and network viewer	Available	Available	Available	Available
4. anatomical area search	—	—	—	Available

^a^The fraction size is 1000 μm in depth and duplicated in each direction. Consequently, map resolution is smaller than 1,000 μm.

### Transcriptome tomography (TT)

A schema of the method is provided in Supplementary Figure S1. Two types of data were obtained from brain fractions via a sequential cross-sectioning (i) gene expression densities in the fractions and (ii) block-face images of cross-sectioning planes. The cross-sectioning series was performed throughout the whole brain in one of the orthogonal directions, so that, at least three brains were required. The data were used for the 3D reconstruction of gene expression maps in the MR image coordinates with tomographic methods to create a virtual brain. Expression data of the 8-week old brain, as previously reported (3), were re-mapped to the standard WHS MR images, otherwise all maps were newly produced.

### Fraction data analyses

The gene expression densities in the fractions were measured as the intensity data on microarray probes that specifically bound to transcripts. 

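The brains of 3 male C57BL/6J mice aged 3 days were each cut along a single axis, which gave 15 coronal fractions from 1 mouse, 8 horizontal fractions from another and 11 sagittal fractions from the last. Each fraction was measured once on a single-colour Agilent mouse array, so that no fraction has a replicate array and a series cannot be told apart from its mouse. The paper gives the fractions of this stage as 500 μm thick. The sample labels give 1000 μm for sagittal fractions 1 and 11, each of which pools 2 cut fractions. The arrays lay on 5 slides. Slide 1 held 6 horizontal fractions, slide 2 held 8 coronal fractions, slide 3 held 6 coronal fractions and 1 sagittal fraction, slide 4 held 8 sagittal fractions, and slide 5 held 1 coronal, 2 horizontal and 2 sagittal fractions. Feature Extraction called between 29598 and 37091 of the 59305 spots that are not controls well above background on an array, with a median of 33392 spots in the coronal series, 34464 in the horizontal series and 34623 in the sagittal series. The log2 of the 75th percentile of an array's signal lay between 8.07 and 9.18. Signals of the spike-in controls followed their known amounts with an R2 between 0.979 and 0.994. Repeated spots of a probe differed within an array by an SD of 0.06 to 0.11 on the log2 scale, and no spot was saturated. For each fraction the authors deposited the scanner's output, with the background-subtracted signal of every spot, and a table of log2 values scaled by 1 constant per array. Here the background-subtracted signal was averaged over the spots of a probe, put on the log2 scale and reduced by the array's 75th percentile (log2 normalized signal). A probe was called detected on an array when most of its spots were well above background. With 1 array per fraction and 1 mouse per series, the number of arrays limits the precision of every value.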

The intensity data were per-chip normalized (hereafter referred to as fraction data). The probes are sufficient to detect most coding and non-coding transcripts. lncRNAs were also detected in the fractions of the 3-day, 7-day and 3-week brains. 

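Of the 16251 probes whose IDs start with A_30_, which are taken here as lncRNA probes after the lncRNA A_30_P01017714 of the paper, 6529 (40.2%) were detected in at least 1 fraction of each of the 3 series at 3 days, and 3425 were detected in every fraction. Among the 39430 other probes, 27657 (70.1%) were detected in at least 1 fraction of each series. These shares count probes and not transcripts, since several lncRNA probes can lie on 1 interval and on either strand. With the weaker flag of a signal above background in place of well above background, the number of lncRNA probes rose to 13413. The paper names 2 of these probes. A_30_P01017714 lies on chromosome 8 of mm9 from 72671462 to 72672533 on the forward strand, and its log2 normalized signal had a median of 0.10 and an SD of 0.36 over the 34 fractions. A_30_P01030305 lies on chromosome 3 of mm9 from 21964899 to 21974524 on the reverse strand, with a median of -0.04 and an SD of 0.24. Both were well above background in all 34 fractions.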

The microarray data were deposited with the NCBI Gene Expression Omnibus database (6) and are accessible through GEO Series accession number (Table 1).

### Variables of gene expression density data for each transcript

Four sets of variables, I, V, D and K were calculated from the log-transformed fraction data for each transcript in each virtual brain and stored in the gene database (Figure 1B). Variable I and V represent the intensity medians and the expression variance, respectively, as previously described (3). 

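Over the 34 fractions of the 3-day brains, the median log2 normalized signal of a probe, which corresponds to variable I, had a median of -1.03 among the 34186 probes detected in all 3 series, and the middle 50% of the probes lay between -3.48 and 1.77. Before scaling, the median signal of a probe was 217 intensity units at the median probe. The coefficient of variation of the log2 signal, taken before scaling, was 5.29% at the median probe, and the middle 50% lay between 3.20% and 10.0%. The SD of the log2 normalized signal was 0.31 at the median probe. The thresholds of the grades are kept outside the paper's text and were not used here.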

At 3-day, 7-day and 3-week stages, a coefficient of variation is used for variable V. Variables I and V are indicated with five and three grades, respectively, with the threshold shown in the instruction tab https://vibrism.neuroinf.jp/instruction.html.

Variable D represents the detection rate. Transcripts detected in at least one fraction of a sectioning series in all the series were indicated with Y.

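Of the 55681 probes on the array that are not controls, 34186 (61.4%) were well above background in at least 1 fraction of each series of the 3-day brains and correspond to the grade Y. The coronal series detected 39427 probes in at least 1 fraction, the horizontal series 36777 and the sagittal series 38275. 25396 probes were detected in every one of the 34 fractions, and 12457 in none. The weaker flag, a signal above background, moved the count of 34186 most and gave 49393 probes. No probe was detected in every fraction of 1 series and in no fraction of another, and without the 5 arrays of slide 5 there was 1 such probe, A_30_P01021976, which was named after its values were seen. It was detected in 9 sagittal, 7 coronal and 0 horizontal fractions of the arrays that were left.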

Variable K represents the number of similarly expressed probes to a target probe (SET) including itself. The Pearson Correlation coefficient (*r*) of the fraction data between two probes was calculated and used as a correlation measure for expression similarity (7). The default threshold of r was set at 0.85 and variable K minus one, which means the number of SET excluding itself, is shown in the columns of SET.

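At the default threshold, the number of SET of a probe at 3 days, the probe itself left out, had a median of 1 over the 34186 probes, a 75th percentile of 26 and a 90th percentile of 127. At least 1 SET member was found for 18794 probes (55.0%). The share was 36.9% among lncRNA probes and 59.2% among the other probes. When the fractions of each probe were moved along within each series by a random number of places, the order of neighbouring fractions was kept. Between 12.4% and 12.6% of all probes then had a member in 3 draws. The alternative that moved the share of 55.0% most was a background correction by normexp, with which it was 76.1%. Quantile normalization gave 52.4%. The 5 probes with the largest number of SET were A_55_P1984841 with 1253 members, the Gabarap probe A_55_P2010223 with 1232, A_55_P2151907 with 1222, A_55_P2155996 with 1205 and A_55_P2003720 with 1203. Of all pairs past the threshold over the 34 fractions, 75.7% also had an r of at least 0.7 within each of the 3 series by itself. With quantile normalization this share was 58.8%. The profile of the 200 probes with the largest number of SET followed the array's log2 75th percentile within each series. Its r with that percentile was -0.888, -0.859 and -0.865 in the coronal, horizontal and sagittal series. The share therefore cannot tell shared expression from an effect of scaling.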

### Network graphs

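Among the 584324205 possible pairs of the 34186 probes at 3 days, 868372 pairs had an r of at least 0.85 over the 34 fractions and 112922 pairs an r of at most -0.85. After each probe's fractions had been permuted within each series, which keeps its values and its mean in each mouse, 34 to 51 pairs reached 0.85 and 26 to 36 pairs reached -0.85 in 3 draws. After the fractions had been shifted within each series, which also keeps neighbouring fractions alike, the counts were 4008 to 4053 and 1359 to 1410. Probe pairs are not independent of each other, since a probe takes part in many. The number of pairs at 0.85 depended on how the arrays were scaled and fell to 358297 with quantile normalization between arrays. It rose to 3742665 with normexp. The number of pairs at -0.85 fell to 12278 when each array's median replaced its 75th percentile.

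**Figure D1:**
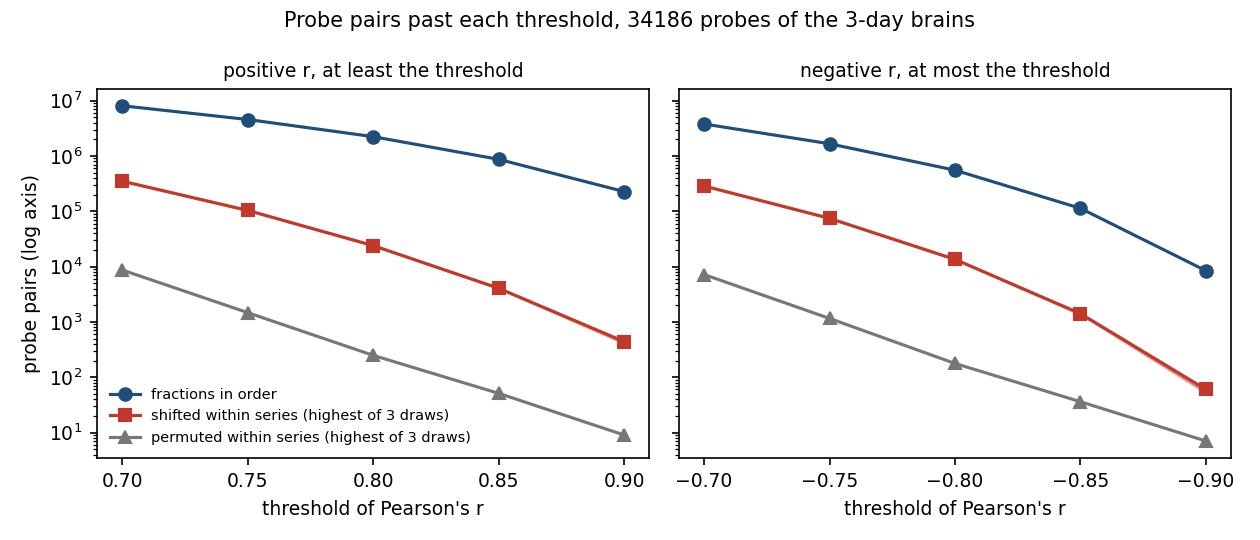
Number of probe pairs, on a log axis, past each threshold of Pearson's r for positive r (left) and negative r (right) among 34186 probes. Blue points are the pairs found over the 34 fractions, and red squares and grey triangles are the highest of 3 draws after the fractions were shifted or permuted within each series. At 0.9 there were 227186 pairs in the data, 440 after shifting and 9 after permuting, and at -0.9 there were 8404, 60 and 7.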

The r value matrixes at thresholds of *r* > 0.7, 0.75, 0.8, 0.85, 0.90, and <–0.7, –0.75, –0.8, –0.85, –0.90 between all transcripts at each post-natal stage were calculated and stored in the gene database (Figure 1B). Stochastic graphs of co-expression networks at the user specified threshold were interactively depicted in browsers with an open source program of the Barnes-Hut algorithm provided from a graph visualization library, arbor.js https://github.com/samizdatco/arbor.

### Anatomical map analysis

High expression areas of transcripts were defined using an 80% cut-off filter (Supplementary Figure S1). An expression level of the transcript in a WHS anatomical area was defined as }{}$\frac{{{\rm{N\ }}( {{\rm{Ve\ }} \cap {\rm{\ Va}}} )}}{{{\rm{N\ }}( {{\rm{Va}}} )}},$ in which Ve is the voxel area of transcript ‘e’ high expression, Va is the voxel area of the anatomical area ‘a’; and *N* is the voxel number of the areas in parentheses. The calculated results of all transcripts in 35 anatomical areas of the 8-week brain was stored in the database and are shown as bar graphs in the platform of ‘Expression density search in anatomical areas’ (Figure 1A).

### ISH images of genes transformed to the WHS standard coordinates

Para-sagittal section images of brains stained with ISH methods were subjected to registration to the WHS standard coordinate space. The ISH images were linearly transformed into each of a series of para-sagittal MR image slices, and the similarity metric value (δ) of the two images were calculated. The para-sagittal MR image with the smallest δ was selected as the best-fit slice and the ISH image was overlaid on that slice surface in the coordinate space. In total, 2810 high resolution digital images were transformed (D. Miyamoto *et al., bioRxiv Prepr*., https://doi.org/10.1101/386086). Transformed ISH images, along with the best-fit slice numbers, were archived in the database (Figure 1B). Images were searchable and visualized in the ‘BAH viewer for 2D/3D maps on MR images’.

### 3D viewer and BAH 2D/3D viewer

The 3D viewer was originally invented as a desktop program to visualize a virtual surface image of a specimen (8). Volume rendering is popular for visualizing 3D volume images, but it requires considerable computational resources and an advanced graphics processing unit (GPU). Our basic approach to visualize sectioned planes of volume images by using surface rendering techniques, not volume rendering, is shown in Supplementary Figure S2. Our WebGL-based method requires less computational resources and GPU than volume rendering, so that it is usable by a web application for real-time interaction.

### Data sharing by way of URLs showing scene-setting parameters of the viewer

The 3D and BAH viewers have a unique system to save a current state of the camera viewing and object information as a URL containing parameter information as follows: a camera position; expression map IDs and anatomical area map IDs; their surface positions, colors and textures; a MR image ID; an ISH image ID and the slice position: and a sectioning position with a plane, a cube or a sphere. Users can temporally store scene-setting parameters of a current image in the view parameters database as a URL (Figure 1B) and send them to anyone. The image will be resumed by pasting the URL into a browser.

### Data downloadable from the platform

Co-expression network link tables in a CSV or GML format, which are compatible with open source software applications, such as Cytoscape, for further network analysis on desktop computers, are downloadable. Zipped files labeled with map-file IDs containing 3D expression map files are downloadable. These files are not required for the browser-based rendering here we introduced.

### Data accessibility from and to external databases

In order to promote open data publication and data integration on the web, the ViBrism dataset was converted into Resource Description Framework (RDF) as linked open data (LOD). It is accessible from RIKEN MetaDatabase http://metadb.riken.jp, which includes various RIKEN’s research resultant datasets and related public datasets of life sciences, having 160 databases and 30 ontologies as of August 2018 (9). The RDFised ViBrism database http://metadb.riken.jp/db/ViBrism contains ∼3 million RDF triples with 19 classes and are accessible by both human-friendly RIKEN MetaDatabase viewer and SPARQL queries for programs.

Information regarding gene ontology and expression maps in embryonic stages can be reached through links to BrainTx and EMAP/EMAGE (a mouse embryo gene expression database, https://www.emouseatlas.org/emap/home.html) (10), respectively.

### Instructions, help and notes

Quick instruction manuals for the four platforms in PDF format are downloadable from the ‘Instruction’ tab at the top page of the DB. Small ‘help’ icons are seen in search processes throughout the DB to introduce instruction sections for help. In downloading network tables, file sizes are limited, as described in the note.

## PLATFORM FUNCTIONALITY AND USE

### 3D expression map search by gene ID

This platform is a gateway to other visualization platforms of ViBrism DB. A total of 172 022 maps of transcripts, including coding, non-coding and lncRNAs at the four post-natal stages, are searchable (Figure 2A). Users can search transcripts by gene symbols (examples: abcd, ef, fox, sox), Entrez gene IDs (99 686, 16 875, 20 669), GenBank accession IDs (NM_029002, NM_183248, XM_006499301) and Agilent microarray probe IDs (A_30_P01017714, A_30_P01030305). Comma-separated multiple queries are acceptable. Post-natal ages can be specified. Then, users will find the search result table showing IDs of selected genes and their variables. Thumbnails of expression maps in 2D can be seen, and 3D maps can be selected to browse on the 3D viewer. Users will proceed to similarly expressed gene (SET) search by clicking the number in the SET column. Microarray probe information, including lncRNAs, is present in the right column. External links are available.

**Figure 2.**
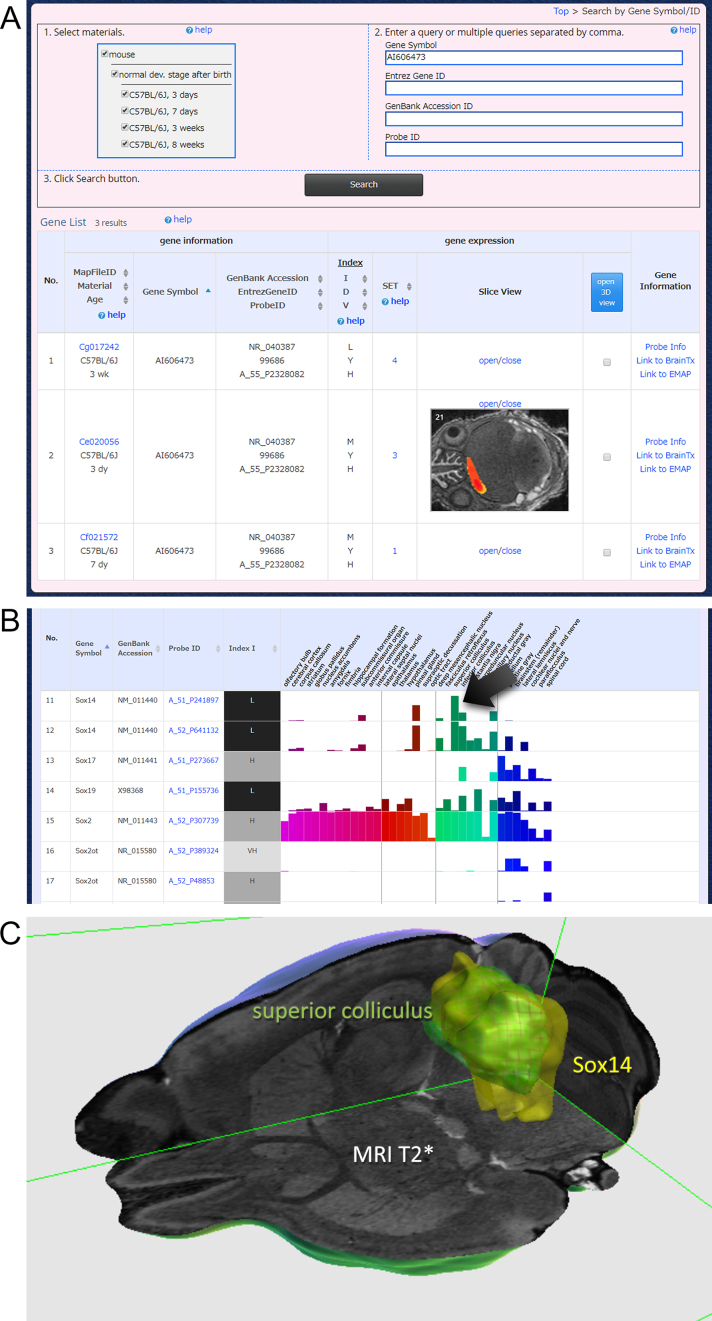
Search by gene IDs and results. (**A**) An example view of searching for genes of interest by gene IDs. Users are expected to follow instructions 1, 2, and 3, and then, find search results. A gene of interest, for instance, AI606473 is a non-coding transcript of unknown function. The result shows the gene is expressed at three post-natal stages in low (L) or medium (M) expression intensities (in the column of variable index I) with high (H) expression variance (variable index V) and has 1 to 4 similarly expressed genes (in the SET column). A 2D thumbnail at the 3-day stage is shown. 3D maps will be shown by checking square buttons and clicking the open 3D view icon. Probe information and external links are shown in the right column. (**B**) A search result for sox gene families using the gene symbol ‘sox’ in the platform of ‘expression density search in anatomical area’. A total of 22 transcripts were searched. The results are sorted by gene symbol, and a part of the results is shown. Expression levels of transcripts in the 35 anatomical areas are shown as bar graphs. Colors in bars correspond to the default color code of anatomical areas in the BAH viewer. (**C**) Click the bar (with an arrow), then BAH viewer showing the expression map and the anatomical area will open. An example view of sox14 gene expression map (yellow), superior colliculus (green with grids) on the T2* MR image cut with a cube is shown (the scene-setting parameter: https://vibrism.neuroinf.jp/setsearch/3d/view/Cx1/7c930528725581f005dc5dbea7eec8a3).

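At 3 days, probe A_55_P2328082 of AI606473 was well above background in 24 of the 34 fractions, which were 8 coronal, 5 horizontal and all 11 sagittal fractions. Its median log2 normalized signal was -0.90, higher than that of 51.3% of the detected probes. The signal ran from -7.56 to 2.62 on the log2 scale. Its SD over the fractions was 3.37, larger than that of 99.99% of the detected probes, and its coefficient of variation was 50.5%. The signal was highest in coronal fraction 11, at 2.62, in horizontal fraction 8, at 2.36, and in sagittal fraction 3, at 0.81. Horizontal fraction 1 carried a signal of -1.08, while fractions 2, 3 and 4 were not well above background, at -7.21, -7.29 and -6.35. The number of SET was 3, which equals the number printed for this stage in Figure 2A. It was between 2 and 4 in 10 other settings chosen before the data were examined. Without horizontal fraction 1, an alternative chosen after seeing the data, it was 6. From variables I and V the paper states that the transcript is expressed at low or medium intensity with a high variance.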

### Expression density search in anatomical areas

This platform is available for the dataset of the 8-week age stage. Genes of interest are searchable and expression levels of the genes in the WHS anatomical areas are visualized in bar graphs (Figure 2B). By clicking a bar, the anatomical area and the expression map are shown in the BAH viewer (Figure 2C).

### BAH viewer for 2D/3D maps on MR images

The BAH viewer enables users to interactively manipulate multiple 3D expression maps, 3D anatomical area maps and 2D ISH images in the MR image coordinates in a web browser (Figure 3A). Users first select maps of interest in the ‘3D expression map search by gene ID’ platform, then access this platform by clicking the 3D view button. For the brain at the 8-week stage, alternatively, users can start searching 2810 ISH images and 36 558 3D expression maps directly in this platform or start searching from the ‘Expression density search in anatomical area’ platform. ISH images and anatomical area maps are currently available only for the 8-week stage, such that the viewer system for the other stages is called 3D viewer: object manipulation in the browser are almost the same in the two viewers. Objects are fully rotated by dragging and virtually dissected with an arbitrary plane, a cube or a sphere. Users can share created images by saving the URLs of scene- setting parameters and sending them in some way. Images will be resumed by pasting the URLs into a browser.

**Figure 3.**
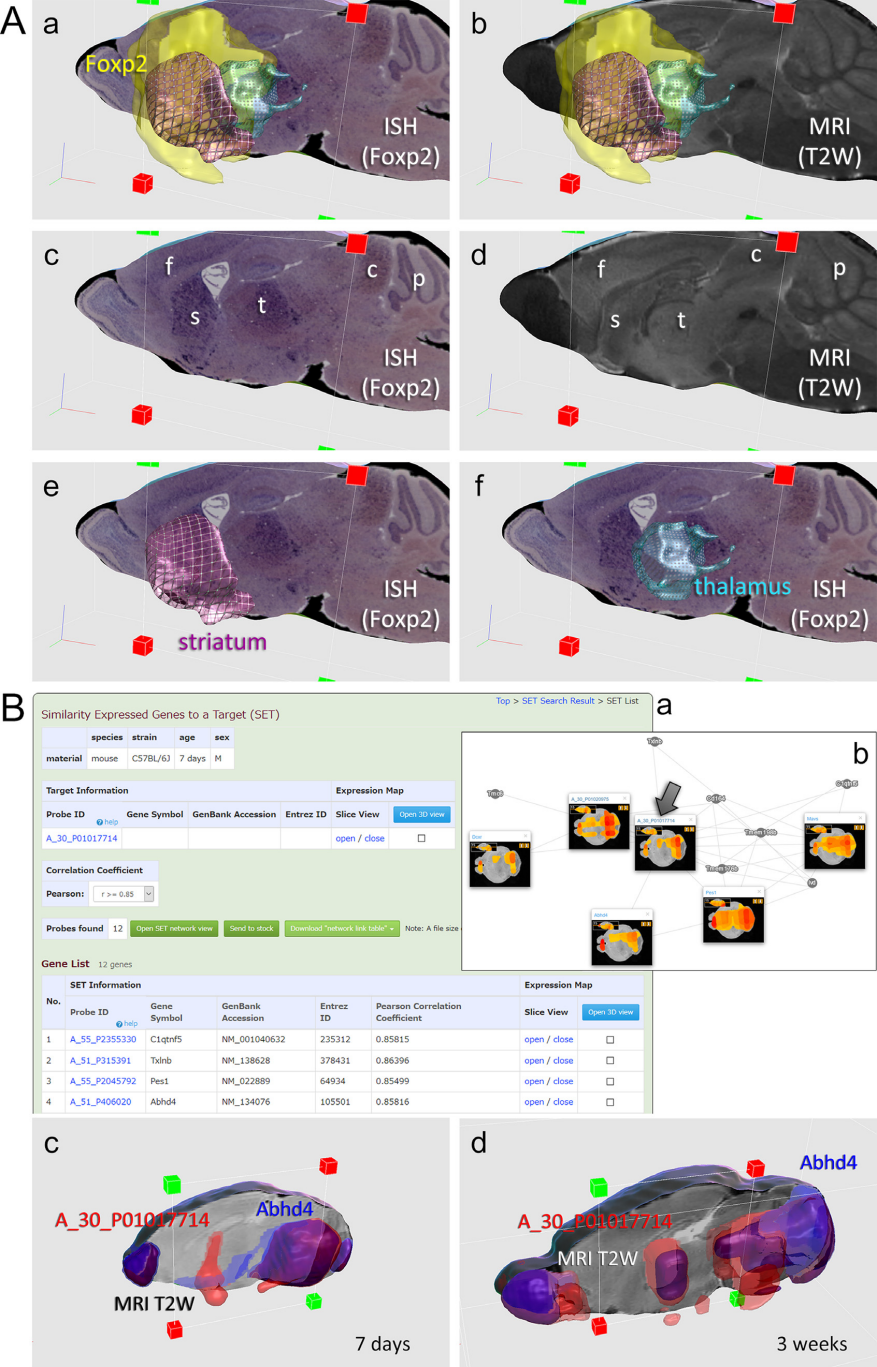
Example results in anatomical BAH viewer and topological network viewer. (**A**) Foxp2 is a gene for a transcription factor, which functions in brain development. In the BAH viewer at 8 weeks post-natal stage, (**a**) Foxp2 3D expression map (yellow) and the ISH image on the best-fit slice of the MR image are shown along with anatomical area maps of the striatum (purple) and the thalamus (light blue), (**b**) the 3D map and the anatomical area maps are shown in the same slice of the MR image, (**c**) and (**d**) the ISH image and the MR image comparable in the same section, and (**e**) and (**f**) the ISH image and the anatomical map. These images show that Foxp2 gene is still expressed in the 8-weeks matured brain, mostly in the forebrain, including the frontal cortex (f), the striatum (s) and the thalamus (t), and, in some mounts, presents in the colliculus and the Purkinje cell layers (the scene-setting parameter: https://vibrism.neuroinf.jp/setsearch/3d/view/Cx1/4ae7e07297a029ce7229f1808d32f8ca). (**B**) A_30_P01017714 is a lncRNA of unknown function. (**a**) SET search results at 7 days of post-natal stage are shown: 12 genes are present in the SET and several are shown. Buttons for open SET network graph, data stock, link table download, and open 3D view are shown. (**b**) An example of stochastic network graphs of SET of this gene (with an arrow) at 7 day post-natal stage. 2D thumbnails are shown. After data stock, calculating intersection of SET at 3 day, 7 day and 3 week stages in the platform, A_30_P01017714 is found to be co-expressed with Abhd4 at 7 days and 3 weeks. (**c**) and (**d**) Areas of co-expression are shown in the 3D viewer (the scene-setting parameter: at the 7-day stage: https://vibrism.neuroinf.jp/setsearch/3d/view/Cf0/27a5e2195222b578194ca22f15db1d5b and at the 3-week stage: https://vibrism.neuroinf.jp/setsearch/3d/view/Cg0/496aed8e85ed1bfee8eb62b2cd1d416b).

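At 3 days, the Abhd4 probe A_51_P406020 was not among the 76 SET members of A_30_P01017714. Its r with that lncRNA over the 34 fractions was 0.794 and its rho 0.523. The permutation p was 7e-05 for r and 0.00287 for rho, and 0.000112 and 0.00459 after adjustment over the 8 relations. The exact p over all shifts within the series was 0.00909 for r and 0.0189 for rho, and 0.0170 and 0.0379 after adjustment. Without the 2 fractions farthest from the median of the lncRNA, coronal fractions 14 and 15, r was 0.415 (exact p = 0.0927). It was 0.867 within the coronal series, 0.482 within the horizontal series and 0.124 within the sagittal series. Within slides 1 to 4 it was 0.180, 0.297, 0.994 and -0.041, and the high value belongs to the slide with coronal fractions 14 and 15. The lncRNA had its highest signal in coronal fraction 15, and Abhd4, with a median of 5.52 on the log2 scale, was highest in the same fraction, at 7.18. The member with the highest r was Plin3, measured by probe A_51_P223404, with an r of 0.976 over all fractions and of 0.985, 0.952 and 0.940 within the coronal, horizontal and sagittal series. From the intersection of the SET of 3 stages, the paper states co-expression with Abhd4 for the later stages, which are not analysed here.

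**Figure D2:**
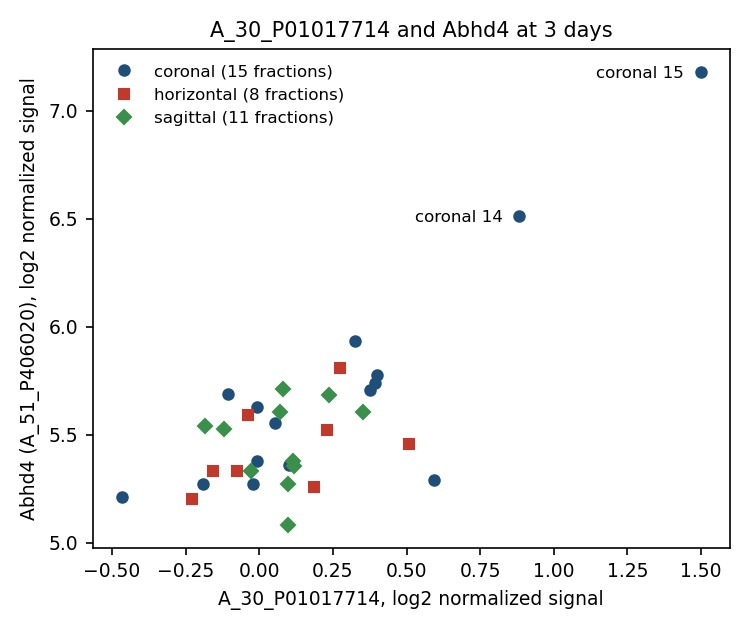
Log2 normalized signal of Abhd4 against that of A_30_P01017714 in the 34 fractions at 3 days, with the fractions of each series marked by shape. Coronal fractions 14 and 15 lie apart from the others, with coronal fraction 15 at 7.18 for Abhd4.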

### Expression similarity search and network viewer

In this platform, first, users print gene IDs of interest, which we call a target gene, and select a threshold of r for the SET search. On pressing the search button, users will find a list of candidate genes of interest and their SET number, which is the variable V, as described above. By clicking the SET number, users will proceed to browse the gene list of the SET member. In this results page, users can proceed to SET network viewer or 3D viewer. Alternatively, multiple results can be temporary stored for calculation of sum or intersection of the SET members. Next, the results are visualized with the SET network viewer as stochastic graphs of similar expression. Network link tables are downloadable. The 3D viewer is available to show the anatomical areas of co-expression (Figure 3B).

### Example analysis

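The 3 SET members of AI606473 at 3 days were Lhx8, Isl1 and Dlx6. Lhx8, measured by probe A_51_P298615, had a Pearson's r of 0.991 and a Spearman's rho of 0.989 with AI606473 over the 34 fractions. The permutation p was 1e-05 for both, the smallest that 100000 permutations within the series can give, and 2.67e-05 after Benjamini-Hochberg adjustment over 8 relations. In an exact test over the 1320 ways of shifting 1 probe along the 3 series, p was 0.000758 for r, the smallest that this test can give, and 0.00202 after the same adjustment. Within the coronal, horizontal and sagittal series r was 0.990, 0.992 and 0.991, and without the 2 fractions farthest from the median of AI606473 it was 0.990. Within slides 1 to 4 it was 0.997, 0.964, 0.998 and 0.962, and slide 5 has too few arrays for a value. For Isl1, measured by probe A_52_P337246, r was 0.858 and rho 0.895, with the same p in both tests. It was 0.839, 0.935 and 0.965 within the coronal, horizontal and sagittal series, 0.849 without the 2 farthest fractions, and 0.979, 0.824, 0.990 and 0.432 within slides 1 to 4. For Dlx6, measured by probe A_52_P556908, r was 0.856 and rho 0.777. No p is given for Dlx6, since it was chosen by its r in these data. The paper names Lhx8 and Isl1 from its own SET analysis and gives no stage for it. Their p may therefore not be independent of these arrays. The r of Dlx6 fell to 0.833 without the 2 farthest fractions, was 0.556 within the sagittal series, and had the opposite sign within slide 4, at -0.618. The r of Isl1 and of Dlx6 lay just above the threshold of 0.85.

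**Figure D3:**
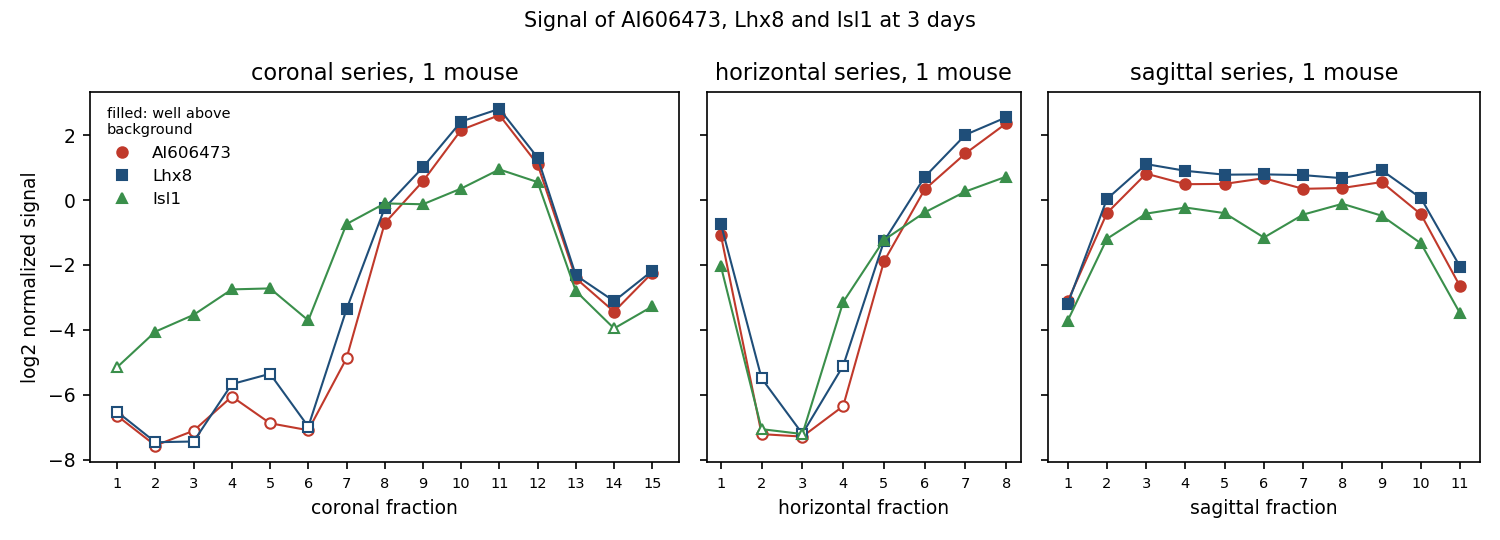
Log2 normalized signal of AI606473, Lhx8 and Isl1 along the fractions of the coronal, horizontal and sagittal series (1 mouse and 1 array per fraction each). Filled points are well above background. All 3 genes are highest in coronal fraction 11 and in horizontal fraction 8, and AI606473 falls to -3.12 and -2.66 in the outermost sagittal fractions 1 and 11.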

Analysis of non-coding transcript AI606473 is shown in Figure 2A. Further SET analysis indicates it is co-expressed with Lhx8 and Isl1 (scene-setting parameter: https://vibrism.neuroinf.jp/setsearch/3d/view/Cg0/f3fce27b9a8576c26db0c65492671f39). Sox gene families are searched in Figure 2B and C. 3D expression maps and 2D ISH images of Foxp2 are visualized in Figure 3A. A_30_P01017714 is a lncRNA of unknown function. Search results (Figure 3B) indicates that this transcript is expressed mostly in the olfactory bulb, thalamus, midbrain and the cerebellum. SET analysis reveals its co-expressed with Abhd4, a major lipase for N-acyl phospholipid in the brain (11), in the 7-day and 3-week brains. This suggests some function of this lncRNA in lipid metabolism regulation in these areas during post-natal neural maturation.

## DISCUSSION AND FUTURE PLAN

ViBrism DB is an exclusive platform that contains original datasets of 3D gene expression maps and co-expression networks created with TT methods, and which allows web-based visualization of the datasets in new viewers. The DB platform enables researchers to find comprehensive gene expression density patterns in spatio-temporal diversity without restriction of materials to a single cell type by cell sorting or to selected areas by microdissection, but, rather, in the whole anatomical context of MR images. Now totaling 172 022 expression maps of the four brain datasets, along with MR images, the anatomical area maps and 2810 ISH images are freely available without requirement of any login or registration. There is no password required. Gene data is accessible from RIKEN MetaDatabase. Moreover, they have links to those in EMAP/EMAGE (Edinburgh, UK) and BrainTx (RIKEN, Japan). Those data together are contributing to community activities in molecular biology, developmental biology and genetics.

A widespread resource that comprehensively maps gene expression in the mouse brain is the Allen Mouse Brain Atlas (2004) and Allen Developing Mouse Brain Atlas (2008) (1,12), in which 3D gene expression maps of brains in adult and developing stages are reconstructed from ISH 2D images of very many brains, so that expression similarity can be searched in 4.5K selected genes with local expression. GENSAT provides precise gene expression 2D images using a sophisticated transgenic and staining technique of each gene (13). However, endogenous gene expression could not be quantified. Our mapping system is automated, is 3D-oriented and requires only 3–6 brains to profile expression maps. Endogenous transcripts are measured using microarray and the data are normalized. Consequently, our database is very powerful in expression similarity searches of 40K transcripts in the whole brain. Furthermore, Search results can be visualized topologically in the network viewer, along with 2D thumbnails of expression, and co-expression areas are shown anatomically on the corresponding MR images with the 3D viewer.

The WebGL-based visualization system is original and, hopefully, stress-free for interactive rendering of multiple 2D/3D images through web accessing. It provides exclusive views: ISH slice images can be seen in the 3D coordinates, together with expression maps, MR images and anatomical area maps.

The TT method is available for any researcher under their experimental conditions, and ViBrism DB is expandable for them. We will increase the number of virtual brains, including disease model mice. Moreover, 3D and 2D maps created by other researchers would be registered.

Since 2014, ViBrism DB has been hosted by RIKEN CBS (RIKEN BSI reorganized) as one of neuroinformatics platforms at the Japan Node of International Neuroinformatics Coordinating Facility (INCF) https://www.neuroinf.jp/program/platforms.html. Each platform has been providing a variety of information and contributions for the neuroscience community since 2005. ViBrism DB, in particular, has contributed to molecular genetics by inventing original methods of TT and launching the database in 2012 (3) and by offering co-expression analysis in 2014 (7): the methodology was referred to in a review issue of new molecular technology in 2015 (14).

Compared to the previous version, the new ViBrism DB introduced here is improved as follows: the number of virtual brains has been increased, images with different modalities (3D maps and 2D ISH images) are integrated, a new 3D viewer/BAH viewer is launched to interactively browse the images and to share images, and an advanced network viewer has been developed, in which network sum and intersects can be calculated. Here, for the first time, we have fully described ViBrism DB structures and functions for, hopefully, contributing to the broader science community.

## DATA AVAILABILITY

The microarray data at 3 days, 7 days and 3 weeks of post-natal stages have deposited with the NCBI Gene Expression Omnibus database (6) and are accessible through GEO Series accession numbers GSE118176, GSE118177 and GSE118178. The microarray data at the 8-week stage was previously deposited under accession number GSE36408.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: ViBrism DB: an interactive search and viewer platform for 2D/3D anatomical images of gene expression and co-expression networks
**Source:** Nucleic Acids Res. 2018 Oct 29;47(Database issue):D859–66. doi: 10.1093/nar/gky951
**Supplement:** Supplementary Data

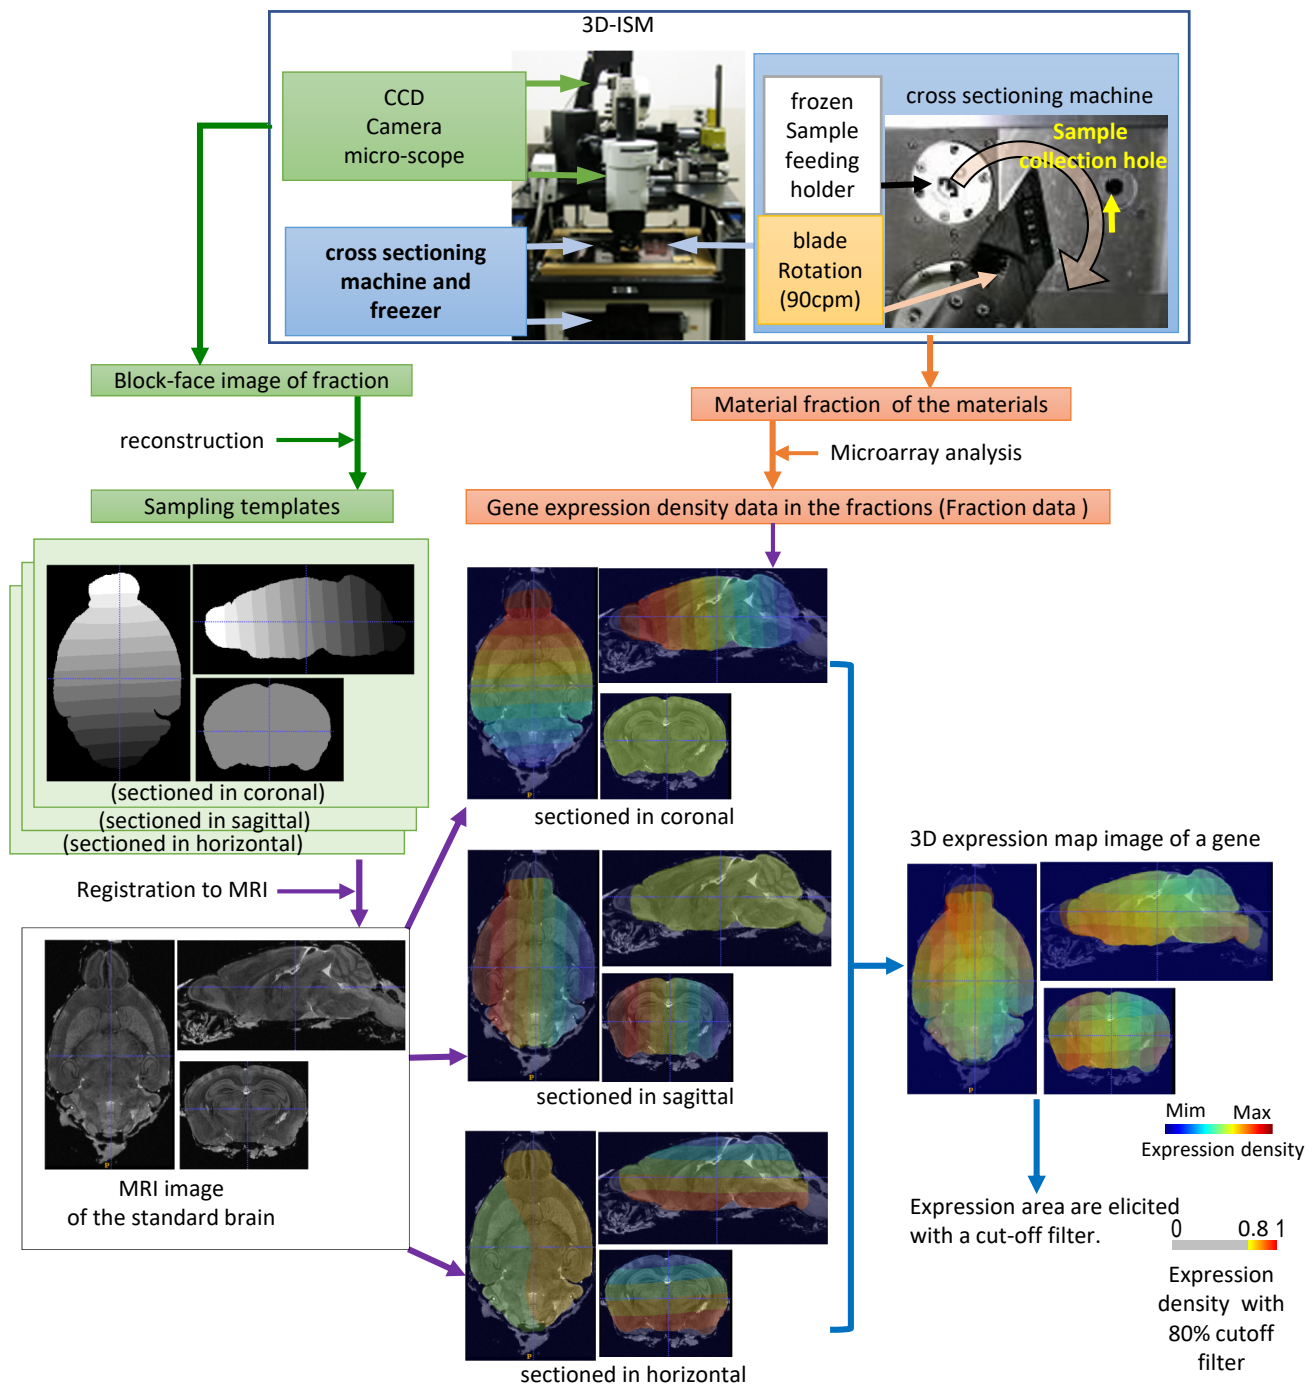

**Supplementary Figure S1. Transcriptome Tomography** Two types of data were obtained from a series of brain fractions via sequential cross-sectioning in multiple batches of 500 -1,000  $\mu\text{m}$  (5  $\mu\text{m}$  x 100-200 sections per batch)-thick fractions: 1) gene expression densities in the fractions measured by microarray (fraction data, colored in orange) and 2) block-face images of the 5  $\mu\text{m}$  thick cross-sectioning planes (in green). This cross-sectioning series was performed throughout the whole brain in one of the orthogonal directions. At least three brains were required for the orthogonal sectioning series. The block-face images were reconstructed to create sampling templates, which showed fraction images in the three brains. Compared to the previous report (3), we improved our mapping methods: we transformed the template images to the MR image of the standard brain, not to one template, using 3D non-rigid transformation protocols of ANTs in the ITK library. The fraction data were assigned to the voxels of the fraction images (indicated with purple arrows). A 3D expression map image of each gene were reconstructed by averaging fraction data in the voxels and visualized with pseudo colors (with blue arrows).

# Supplementary material for: ViBrism DB: an interactive search and viewer platform for 2D/3D anatomical images of gene expression and co-expression networks
**Source:** Nucleic Acids Res. 2018 Oct 29;47(Database issue):D859–66. doi: 10.1093/nar/gky951
**Supplement:** Supplementary Data

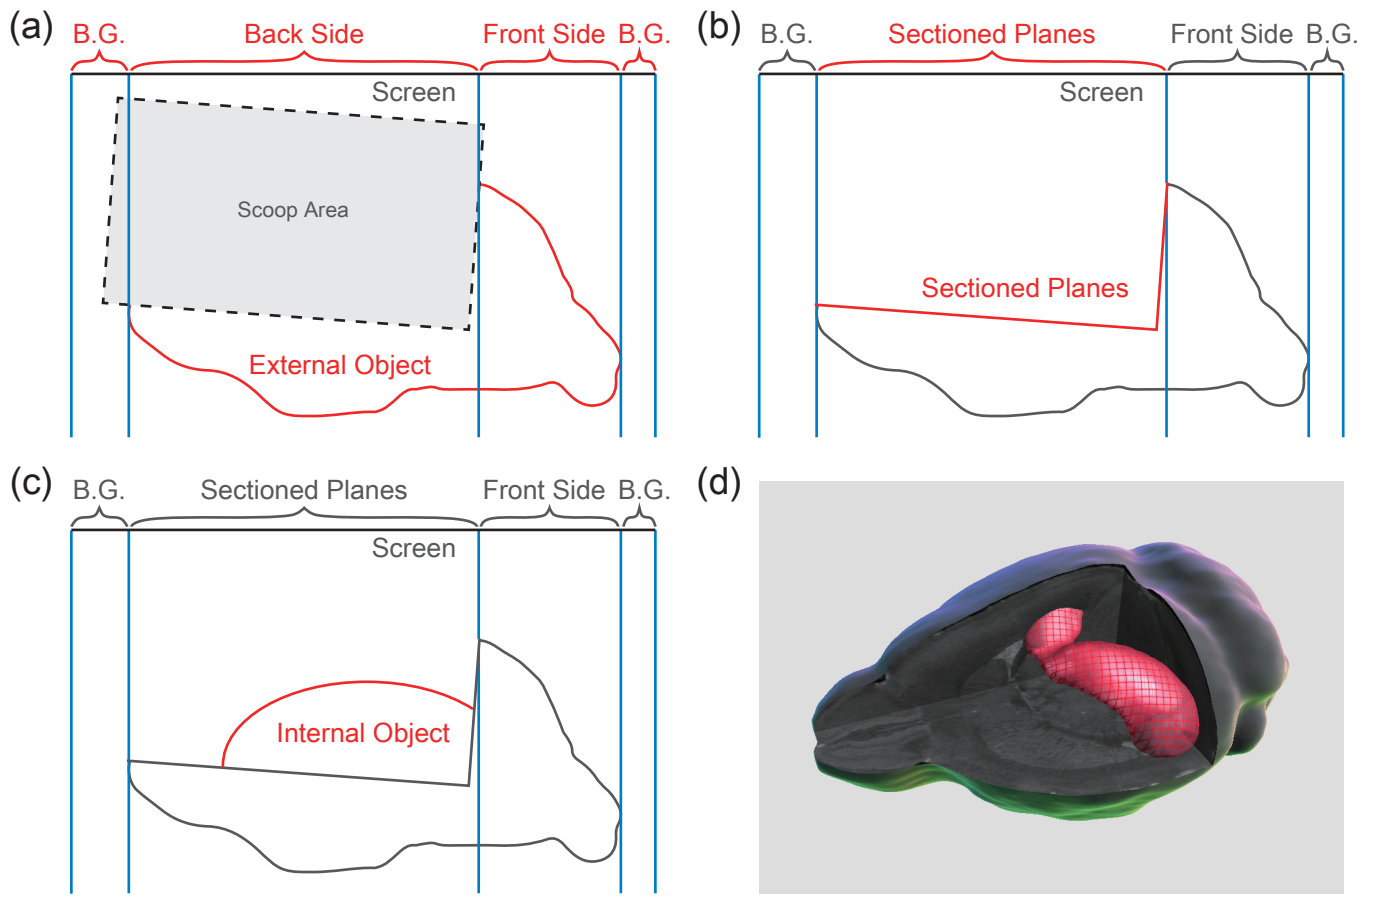

**Supplementary Figure S2. Outline of the visualization method** (a) First, render the external object and clip the scoop area. From the result of rendering, there are three states on the pixels on the screen: the front side is drawn, the back side is drawn, and the background is drawn. (b) Next, render and overwrite the sectioned planes of the scoop area to the pixel on which the back side of the screen is drawn. The texture of the sectioned planes are dynamically generated from the volume image each time. (c) Finally, render the internal object. Our method utilizes general depth buffering for the management of depth coordinates in 3D graphics. (d) An example of rendering results.

How the deposited data were processed for this re-analysis (not part of the article)

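The data are 34 single-colour arrays (Agilent SurePrint G3 Mouse GE), 1 for each fraction of 3 brains of male C57BL/6J mice aged 3 days: 15 coronal fractions of 1 mouse, 8 horizontal fractions of another and 11 sagittal fractions of the last. The arrays of the other post-natal stages were not used here. The number of a fraction was taken from the labels, which do not say at which end of the brain the count starts.

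The authors scanned the arrays and processed the images with Agilent Feature Extraction 10.10.1.1. They deposited the scanner output of each array, whose intensity values are the median brightness of each spot and of its local background and a processed signal that is background-subtracted and not scaled between arrays, together with flags for each spot. The authors also deposited a table of log2 values. In that table 99.9% of the values lay within 0.02 of the log2 processed signal less 1 constant per array, and that constant was within 0.012 of the array's log2 75th percentile. The table holds 43199 probes. These are the probes whose spots were well above background and neither saturated nor an outlier in at least 1 fraction of any series, a rule that was found by trying flags on the files and is not given in the paper's text.

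Starting from the processed signal, the spots of a probe were averaged (outlier spots left out unless all were), giving 55681 probes that are not controls, of which 55249 are spotted once. Values were put on the log2 scale and the 75th percentile of the array was subtracted. A probe was detected on an array when most of its spots were flagged well above background. Of the 55681 probes, 26582 were matched to a gene symbol through the accessions in the files and a RefSeq table of assembly GRCm38.p6, which was used only for names and for which genes lie next to each other. Positions of lncRNA probes are those of the array files, on mm9. Probe IDs are given where no name was matched.

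Pearson's r over the 34 fractions was computed for all pairs of the 34186 probes detected in all 3 series, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The number of pairs was set against 3 draws in which each probe's fractions were permuted within each series and 3 draws in which they were shifted along each series. Tested on simulated data, the pair search found 100 of 100 planted pairs among 2500 probes and 0 others. For 8 named relations, 100000 permutations within the series and an exact test over all 1320 shifts were used, both two-sided, with Benjamini-Hochberg adjustment over the 8 relations. Dlx6 entered the 8 because its r passed the threshold in these data, so no p is given for it. The shift test keeps neighbouring fractions together.

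Probes were tested for a change with the distance from the middle sagittal fraction, and for a difference between the sides of the sagittal series with the mirror pair of fractions as a block, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjusted p under 0.05). Fraction 6 was taken as the middle and the fractions whose numbers add up to 12 as mirror pairs, on the assumption that the midline lies in fraction 6, which the labels do not state. These tests therefore compare positions within 1 mouse and say nothing about other mice. On simulated data built on the 34186 probes, the distance test recovered 154 of 200 planted probes with 16 false calls. The side test recovered 155 of 200 probes planted with a side difference of 1 log2, with 7 false calls. It gave 0 calls when nothing was planted. In the data the median absolute difference within a mirror pair was 0.12 to 0.18 log2. Side differences that small were not simulated, and the simulated noise was independent between probes.

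The alternatives, set before the data were examined unless said otherwise, were the array's median in place of its 75th percentile, quantile normalization, a normexp background correction with an offset of 50, the authors' log2 values, linear values, Spearman's rho, removal of series means or slide means, leaving out slide 5, other detection flags, no detection filter, limma-trend, and leaving out single fractions. The normexp correction had been planned on the mean signal of each spot. The files hold no such column, so the median signal was used. Leaving out horizontal fraction 1 and the combined flag rule over any series were chosen after seeing the data.

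The rule for the genes and probes named was set before the data were examined: those the paper names in its text or Figures 2 and 3, the members of the SET of AI606473 and A_30_P01017714, the 5 probes with the largest number of SET, the 5 probes past the threshold with the largest difference between sides, probes in every fraction of 1 series and none of another, and the genes of 19 marker lists for brain regions, tissues other than brain and sex. Marker lists were used to find the fractions in which they peak and never to assign a fraction to a region. A result for 1 further gene is not reported here.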

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

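Of the tests in this part, those of the probes of horizontal fractions 5 to 8 in fraction 1, of the pituitary list and of the muscle, bone and cartilage lists were chosen only after the result was seen. A leak between arrays was tested as set out before its values were read. 36 groups of values, from quality measures and named probes, were searched for a value far from the others, in the horizontal series and among the differences of the mirror pairs. In 2 of the 36 such a value was found, where chance alone gives about 1 in 20.

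The Lhx8 probe A_51_P298615 differed more between the sides in the outermost mirror pair of sagittal fractions than in the other 4 pairs. Fraction 11 exceeded fraction 1 by 1.14 on the log2 scale, with signals of -2.06 and -3.20. The gap to the nearest of the other pairs was 0.814 of the whole range of the 5 differences, above the limit of Dixon's test for 5 values. Both fractions pool 2 cut fractions and lie on different slides, so that side and slide cannot be told apart in this pair. A tilt of the cutting plane, tested over all probes as the r of the side difference with the coronal gradient, gave 0.254 and leaves the question open. No biological explanation was tested.

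The Txlnb probe A_51_P315391 had a log2 normalized signal of -5.29 in horizontal fraction 2, where it was not well above background, against -4.14 to -3.38 in the other 7 fractions, where it was. The gap was 0.600 of the range, above the limit of the same test for 8 values. A median signal of 28.0 intensity units for this probe over the 34 fractions puts it near the background, and no explanation was tested for a single dim value.

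Genes of a list for the pituitary, a gland that the paper does not discuss, appeared in single fractions. In the horizontal series 2 genes, Cga and Tshb, peaked together in fraction 8. They peaked together in coronal fraction 7 and in sagittal fraction 6 as well, so that the same 2 genes peaked together in each of the 3 mice. Cga was at least 48.9-fold higher in horizontal fraction 8 than in the 7 other fractions, where it was not detected and was set to the lowest signal called well above background. Of the list's other genes, Gh was detected in 0 of the 34 fractions and Prl only in coronal fraction 3. This goes against pituitary tissue that expresses Gh and Prl, and not against pituitary tissue without them. Pitx1 peaked in coronal fraction 5 and horizontal fraction 3. Of random sets with as many genes, 39.8% had 2 genes peaking in 1 horizontal fraction. This share covers 1 series and does not count that the same 2 genes peaked together in all 3. Pituitary tissue attached to the brain may be the source, but 2 genes are too few to decide it, and expression of these genes within the brain stays open as well.

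Genes of skeletal muscle, bone and cartilage were tested together, as tissue other than brain. In the horizontal series 4 of the 8 detected genes, Acta1, Ckm, Myh8 and Tnnt3, peaked in fraction 5, and the same 4 peaked in coronal fraction 6. As many genes peaked in 1 fraction in 15.1% of random sets of 8 genes in the horizontal series and in 6.90% in the coronal series, so the test of the lists together leaves muscle, bone or cartilage open. All 4 are muscle genes. For the muscle list by itself, a choice made after seeing these values, the shares were 2.7% and 1.1%. Ckm was at least 3.63-fold higher in coronal fraction 6 than in the 14 other fractions, where it was not detected. There it was set to a floor in the same way as Cga, though not to an identical value. Ckm was not detected in the sagittal series, while Acta1 and Myh8 (A_51_P143296) were detected in all fractions of every series. The other Myh8 probe, A_55_P2120161, was detected in none. In the sagittal series the 4 genes did not peak together. An earlier, narrower count, limited to genes detected in a minority of the fractions, had shown only Ckm in horizontal fraction 5. Among the bone and cartilage genes, Ibsp (A_55_P1986813) reached 1.99 in horizontal fraction 8 and -2.35 in coronal fraction 15, and Col2a1 and Acan peaked in horizontal fraction 6. Tissue around the brain left on some fractions may explain this, and so may brain cells that express these genes.

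In horizontal fraction 1, 25.0% of the probes detected in at least 2 of fractions 5 to 8 and in neither fraction 2 nor fraction 3 were detected (192 of 769 probes). Probes of the low-numbered fractions, defined in the same way from the other end, were detected in fraction 8 in 31.5% of cases (233 of 739), so the prediction for RNA or tissue from fractions 5 to 8 was not met for the probes as a whole. At the ends of the other series the share ran from 11.1% in sagittal fraction 11 to 38.7% in coronal fraction 15. Several other selections were looked at. Of the 769 probes, 23 had a signal above the 75th percentile in at least 1 of fractions 5 to 8, a criterion chosen after seeing the values. Of these 23 probes, 20 (87.0%) were detected in fraction 1. The same criterion gave 0 of 12 probes in coronal fraction 1, 4 of 12 in coronal fraction 15, 0 of 10 in sagittal fraction 1, 1 of 4 in sagittal fraction 11, and 0 of 1 for the probes of low-numbered fractions in fraction 8. AI606473, Lhx8, Isl1, Hoxb5 and Hoxc4 are among the 20. A leak of signal from 1 array of the slide would raise all these probes by 1 common share of that array. The ratio to the array closest to this, that of fraction 6, varied over 14 probes with an interquartile range of 0.743 log2, against 0.19 between probes of 1 gene, which argues against such a leak. RNA or tissue from fractions 5 to 8 may have entered fraction 1 for the bright probes, and a mixed sample or expression in the region of fraction 1 were not excluded. Without this fraction, the r of AI606473 was 0.991 with Lhx8 and 0.860 with Isl1, and its number of SET was 6.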

How the results depend on the processing

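In this part, leaving out horizontal fraction 1 and the rule of any series with neither saturated nor outlier spots were chosen only after the result was seen. All other alternatives were set before the data were examined. Of 133 recomputed values, 86 stayed within their limits. None of the named r changed sign, while counts and shares have no sign that could reverse. The limits were the same sign and the same side of an exact p of 0.05 for an r, a change of at most 1.5 times for a count, and the 95% interval for a share.

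The r of AI606473 with Lhx8 lay between 0.984 and 0.997 in 10 alternatives, with an exact p of at most 0.00132, and its r with Isl1 between 0.849, under the SET threshold of 0.85 without the 2 farthest fractions, and 0.923, with an exact p of at most 0.00152. The r of A_30_P01017714 with Abhd4 was 0.415 (exact p = 0.0927) without the 2 fractions farthest from the median, so that p was no longer under 0.05. In the other alternatives it lay between 0.523 with Spearman's rho and 0.896 with linear signal, which is the only setting that brings Abhd4 into the SET. The number of SET of AI606473 was 6 without horizontal fraction 1 and 2 to 4 otherwise.

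The number of probes detected in all 3 series stayed within 1.5 times of 34186 in 6 alternatives (32619 to 49393). For lncRNA probes it rose from 6529 to 13413 with the weaker flag and to 10608 with detection in any series. Probes in every fraction of 1 series and none of another went from 0 to 1 without slide 5, as fewer fractions then have to be passed.

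Pairs with r of at least 0.85 numbered 868372. They fell to 358297 with quantile normalization and 567279 with Spearman's rho, and rose to 1345331 with series means removed, 3742665 with normexp and 6617550 without the detection filter. Pairs with r of at most -0.85 numbered 112922. They fell to 12278 with the median in place of the 75th percentile and to 50608 on the linear scale, and rose to 184782 without slide 5 and to 238723 with series means removed.

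The share of probes with at least 1 SET member (55.0%) and the share of pairs that reached 0.7 within every series (75.7%) have narrow counting limits, so that most alternatives moved them. The 2 shares were 59.9% and 76.1% with the median, 52.4% and 58.8% with quantile normalization, 76.1% and 59.6% with normexp (offset 50), 59.6% and 69.6% with linear signal, 50.1% and 64.9% with Spearman's rho, 56.4% and 76.2% with series means removed, 54.3% and 64.9% with slide means removed, 59.8% and 74.5% without slide 5, and 53.8% and 72.8% without the detection filter. For the pairs and the shares the cause was not tested.

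With limma, 5512 probes varied with the distance from the middle sagittal fraction. The count was 9524 with normexp, 8844 with limma-trend, 2401 without the detection filter and 1866 without sagittal fractions 10 and 11. When each sagittal fraction was left out in turn it lay between 1662, without fraction 8, and 4844, without fraction 6. Leaving out any fraction but 6 removes 1 of the 5 mirror pairs from which the spread is estimated. With the mirror pair as a block, no probe passed for a difference between the sides after adjustment (3263 probes at an unadjusted p under 0.05). None did with any mirror pair left out. Large differences did not pass either. All probes of the hindbrain and spinal cord list were higher on average on the high-numbered side, from 1.08 log2 for Hoxa2 to 3.69 for Hoxb5. A lack of calls from 5 mirror pairs does not show that the sides are alike. Without the block 1 probe passed, the Tnk2os probe A_55_P2063618, named after its values were seen. It was 1.13 lower on the log2 scale on the high-numbered side (-4.87 against -3.73) in all mirror pairs, and had an adjusted p of 0.0640 in limma's test with the block. The mean r of the residuals on slide 5 was 0.046 with quantile normalization and 0.035 with normexp. The median and the authors' values change it by nearly nothing by construction, since a constant per array cannot move an r across probes. These 2 of the 86 values therefore say nothing about stability. The other values recomputed from the authors' table say little about it either. That table is nearly the same signal less a constant within 0.012 of the 75th percentile.

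Signal over background limits what can be called. Between 49.9% and 62.5% of the spots on an array were well above background.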

Differences from the paper's values

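The numbers of fractions and mice at 3 days equal those of the paper. Table 1 gives a thickness of 500 μm, and the sample labels give 1000 μm for sagittal fractions 1 and 11, each of which pools 2 cut fractions. The number of lncRNAs in that table was not compared, since probes were counted here. The same table gives a number of transcripts detected at 3 days that equals the number of probes in the authors' deposited table. Here 34186 probes were detected in at least 1 fraction of each of the 3 series, fewer than in the paper but by less than the limit. Detection in at least 1 fraction of any series gave 43224. With spots that were saturated or outliers left out as well, the number equalled the paper's, in a setting chosen after seeing the values. For the number of SET of AI606473, about 3 in Fig. 2A, read by eye, the number here was 3, and 6 without horizontal fraction 1, also a setting chosen after seeing the values.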

Other observations

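The tests of the slope of the 200 probes with the largest SET, of a tilt of the cutting plane and of the place of the midline were chosen only after the result was seen. So were the comparison of Abhd4 with probes of a like r and that of slide 5 with sets of arrays on other slides. The other tests in this part were set out before their results were read.

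The pairs with r of at least 0.85 were concentrated among bright probes. Among themselves, the fifth of the probes with the highest median signal held 408253 of them (47.0%), and after quantile normalization 58769 (6.95-fold fewer). Pairs outside that group went from 460119 to 299528. Scaling by 1 constant per array may therefore account for many of the pairs among bright probes. The log2 signal before scaling of the 200 probes with the largest number of SET rose with the array's log2 75th percentile at a median slope of 0.14, against 0.85 for all probes, and 0.24 for the brightest hundredth of the probes, however many SET members these had. A signal ceiling would give such a low slope, but spike-ins argue against it for probes up to their own brightness. The brightest spike-in level, at a mean log2 signal of 15.81 and above 118 of the 200 probes, rose with the percentile at a slope of 1.52, against a median of 1.44 for the 5 lower levels above background on every array. For brighter probes the spike-ins cannot decide, and the median log2 signal of the brightest hundredth was 16.87. Expression that differs between regions stays open, since the mean profile of the 200 probes before and after quantile normalization had an r of 0.966. The median SD of these probes fell from 0.29 to 0.13 with that normalization. Other values go with scaling as the source. The median SD was 0.165 before scaling and 0.292 after it, close to the SD of 0.290 of the log2 75th percentile. The profile of the 200 probes had an r of -0.871 with that percentile.

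AI606473 and Lhx8 lie next to each other, with 0 genes between them in the RefSeq table. Neighbouring genes had a median r of 0.134 over 6849 pairs, above the range of 0.012 to 0.047 in 1000 random pairings of the same genes, and 1.62% of neighbours reached 0.85 against 0.16% to 0.60%. The r of AI606473 with Lhx8 was the 2nd highest among the neighbours. Genes are not independent replicates. A pattern shared by neighbouring genes is consistent with this. That both probes measure 1 transcript is also open. For 44 genes with 2 probes that both had an SD of at least 1, the lower quartile of r was 0.911 and the upper quartile 0.975, so the value of 0.991 is as high as between probes of 1 gene. The files cannot decide between the explanations.

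The relation of A_30_P01017714 with Abhd4 fell to an r of 0.415 without coronal fractions 14 and 15, under the 0.5 predicted if these end fractions carry it. Leaving them out narrows the range of the lncRNA and lowers r for other probes too. The median fell to 0.623 over 147 probes whose r over all fractions was within 0.02 of that of Abhd4, and to 0.620 over 400 probes within 0.05. A value as low as that of Abhd4 was found for 2.04% and 5.50% of them, so the explanation stays open. Of the genes read from Figure 3B, the Pes1 probe A_55_P2045792 had an r of 0.738 with the lncRNA at 3 days (exact shift p = 0.0129, adjusted 0.0172), 0.450 without the 2 farthest fractions, and 0.892, 0.846 and -0.378 within the coronal, horizontal and sagittal series. The other Pes1 probe, A_55_P2023094, had an r of 0.205 and Txlnb of 0.166. For C1qtnf5 r was 0.463 (exact shift p = 0.0106, adjusted 0.0170, and permutation p = 0.0292, adjusted 0.0389) and 0.097 without the 2 farthest fractions, and rho was 0.211 (exact shift p = 0.253, permutation p = 0.271). Other lncRNA probes designed on an interval that overlaps that of A_30_P01017714 ranged widely in r with it on both strands. On the same strand r ran from 0.301 for A_30_P01019591 to 0.953 for A_30_P01020648. On the other strand it ran from -0.041 to 0.625.

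For claims the paper makes about other stages, only values at 3 days can be given. A_30_P01017714 was highest in coronal fraction 15, horizontal fraction 1 and sagittal fraction 11. Foxp2 was highest in coronal fraction 3 and sagittal fraction 8 with probe A_66_P130601, and in coronal fraction 3 and sagittal fraction 4 with probe A_51_P233753. Sox14 was detected in 21 of the 34 fractions and was highest in coronal fraction 4, at -2.47, and horizontal fraction 2, at -1.73.

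With limma, 5512 of 34186 probes varied with the distance from the middle sagittal fraction at an adjusted p under 0.05 (11891 at an unadjusted p under 0.05). Among the named genes, AI606473 (adjusted p = 0.00182) and Isl1 (adjusted p = 0.00104) were among them and A_30_P01017714 (adjusted p = 0.662) was not. For the difference between the sides, the real sides gave 3263 probes at an unadjusted p under 0.05 and 0 after adjustment by limma. Of the 16 ways of swapping sides within mirror pairs, only 1, the real one, gave as many, and the others gave up to 2774. Since 1 of 16 is the smallest share this design can give, chance cannot be excluded. A tilt of the cutting plane may add to the difference. The side difference had an r of 0.254 across probes with the gradient along the coronal series of another mouse, but the mirror pairs differed, from 0.228 in the third pair to -0.012 in the innermost, and 3 of the 16 swaps gave an r as large. The side difference of the 3 inner mirror pairs, all on slide 4, had an r of 0.146 with that of the 2 outer pairs, too low to tell whether slides contribute.

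Slide 5 holds fractions of all 3 series, so an effect of the slide would shift the same probes in different mice. The residuals of its coronal and horizontal arrays from the nearest fractions on other slides, and of its sagittal arrays from their mirror fractions, had a mean r of 0.042 over 8 pairs of arrays of different series (-0.111 to 0.215). The 56 pairs on other slides had a mean of 0.005 (-0.266 to 0.270). Of 30 sets of as many arrays of each series on other slides, 2 had a mean as high as slide 5 (-0.035 to 0.048 over the sets). These sets are drawn from few arrays, so a common shift on slide 5 stays open.

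The closest array of the same series was a neighbouring or a mirror fraction for 28 of 34 fractions. For 6 fractions it was neither, but lay at most 1 step away from a neighbour or the mirror fraction, and 5 of the 6 belong to the sagittal series. A mislabelled fraction is not excluded by this. In 4 of the 5 the numbers of the fraction and its closest array add up to 13, which could mean that the midline lies between fractions 6 and 7. Fractions whose numbers add up to 13 had a mean r across probes of 0.090 (-0.035 to 0.224 over 4 pairs), and those adding up to 12 of 0.190 (-0.099 to 0.344), so the values do not show it.

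The 19 marker lists peaked in the following fractions of the coronal, horizontal and sagittal series, in this order, as the mean over the genes of a list that were detected in at least 1 of the 34 fractions. The olfactory bulb list peaked in 15, 6 and 5, the cerebral cortex list in 13, 2 and 1, the striatum list in 11, 6 and 2, the thalamus list in 8, 4 and 6, and the hypothalamus list in 8, 8 and 8. The list of midbrain dopamine neurons peaked in 6, 6 and 5, the cerebellum list in 1, 5 and 6, the list of hindbrain and spinal cord in 2, 6 and 9, and the choroid plexus list in 3, 5 and 10. Among tissues other than brain, the pituitary list peaked in 7, 8 and 6, pineal gland and retina in 8, 2 and 5, blood in 15, 6 and 1, skeletal muscle in 6, 5 and 6, skin in 8, 6 and 2, bone and cartilage in 15, 6 and 10, olfactory epithelium in 15, 7 and 6, and meninges and fibroblasts in 15, 8 and 9. For sex, the list of Y chromosome genes, all 4 of them detected, peaked in 10, 3 and 4, and Xist, the only gene of the list for the inactive X, was detected only in sagittal fraction 3, at -4.33 on the log2 scale.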
